A study of Rattus norvegicus with 10 samples. Its data were reported in "Identification of Candidate Genes and Pathways in Dexmedetomidine-Induced Cardioprotection in the Rat Heart by Bioinformatics Analysis" (2019).

How the data were processed

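RNA from the left ventricle of male Wistar rats, 5 given saline and 5 given DEX, was labelled with Cy5 and hybridized to rat miRNA chips that carry short capture probes on columns. Groups and replicate numbers were taken from the sample labels, and all 10 arrays were used. No other column of the series value table was present (0 unused columns).

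Per the file headers, the scanner files hold the median intensity of each spot at 635 nm on a linear scale, merged by the scanner software from 3 gain settings, with no background removed. Each array had 761 miRNA spots, 1664 blank spots, 513 spots without a probe, 166 S-Probe spots, 48 QC-Probe spots, 32 negative control spots and 16 spike control spots. The second deposited table, the series value table, holds the authors' processed score for each miRNA and array. Its scale was found by setting each column against the scanner intensities. The values were the spot intensity minus the mean of the blank spots (trimmed by 5% at each end), multiplied by one factor per array that set the median over the 405 miRNAs with a value on every array to 25, and rounded to whole numbers. With this rule 99.8% of 5038 values came out within 0.51 of the deposited score. A score was given where the spot exceeded the blank mean plus 2 SD and carried no bad-spot mark, and this rule differed from the table in 2 of 7610 calls. The scores were linear and not centred by miRNA. The median score per array lay between 15 and 18, since each array's own detected miRNAs include dim ones. The methods state global scaling to a median of 25. Scanner software versions and the miRBase release were not stated.

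In the analysis, the blank mean was subtracted from each spot, each array was scaled so that the median over its own detected miRNAs was 25, undetected miRNAs were set to the lowest detected value of that array (the floor, between 3.64 and 5.09), badly marked spots were left missing, and log2 was taken. Values at the floor have no order among themselves. The names of miRNAs are those in the scanner files, with the identifiers given there. Genome positions of miRNA genes were not used here.

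The design, the alternatives, both miRNA lists and the rule for naming miRNAs were fixed before the data were examined, except as follows. The design as written called for normexp with an offset of 50 on the spot and background columns where no corrected column existed. The background column rose with the signal (correlation across miRNAs on the log scale, 0.953 to 0.984 by array), so it was not a measure free of miRNA signal, and blank subtraction, which the authors' values use, was adopted in its place. This was decided after the files had been seen and before the groups were compared. The design as written set the floor only where a value was missing, zero or negative; the floor was applied to every undetected miRNA. Both choices as written were run as alternatives. The first made a large difference to the study's list: adjusted over the list alone, 0 of 6 miRNAs were below 0.05 against 6 of 6 with blank subtraction, with 0 calls over all miRNAs in both.

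The 503 miRNAs detected on at least 5 arrays were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes without trend, two-sided, Benjamini-Hochberg adjustment, threshold 0.05). Group means of single measures were compared with two-sided exact permutation tests. Sets were tested with camera (preset correlation 0.01), camera with an estimated correlation, and fry. The methods' t-test, at p under 0.05 and 1.5-fold, was run on the same values. The named miRNAs were the study's 6, the 3 higher and 3 lower with the smallest unadjusted p (since fewer than 3 passed the adjusted threshold), the 5 with the highest mean signal, the tested members of both lists, and rno-miR-21-5p. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

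The limma code was tested on simulated data: in 20 simulations of the comparison over 503 miRNAs, with 60 changed and miRNAs varying independently, 51.5% of 1.5-fold, 84.8% of 2-fold and 97.2% of 3-fold changes were recovered at an adjusted p under 0.05, and 4.99% of calls were false. The 60 were drawn from all signal levels. Recovery with fewer changed miRNAs, or with dim ones alone, was not simulated and may be lower. Real miRNAs also vary together, so these shares are upper guides. The spread between replicates depended on signal: the median SD on the log2 scale was 0.48 in the dimmest part of the tested miRNAs (168 miRNAs), 0.29 in the middle (167) and 0.22 in the brightest (168).

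Alternatives covered the background correction, the scaling between arrays, the series value table in place of the scanner values, the filter on dim miRNAs, the floor, the linear model (trend and robust, slide as a fixed or random term, array weights, replicate number as a block), the form of the t-test, a detection limit of 3 SD, and leaving out each array in turn. Added after the data had been seen were normexp with the blank mean, spike control scaling, position on the slide, leaving out slide 3, the floor only at or below 0, and a search through 16 forms of the t-test.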

Results

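MicroRNAs (miRNAs) were measured in the left ventricle of male Wistar rats by a one-colour microarray. Dexmedetomidine (DEX), a sedative that activates alpha2 adrenergic receptors, was infused for 30 min in the DEX group, and saline was infused in the Control group. Each group held 5 arrays, 1 per labelled replicate. The comparison asks which miRNAs differ in abundance in the heart after the infusion. Each array carried 761 rat miRNA probes with 1 spot each. The names of the arrays placed them on 3 slides: Control 1 to Control 4 on slide 1, Control 5 with DEX 1 to DEX 3 on slide 2, and DEX 4 with DEX 5 on slide 3. Slide and group were therefore largely entangled, and Control 5 was the only Control array outside slide 1. The number of arrays limits the precision of every value.

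A miRNA counted as detected on an array when the series value table held a value for it. The number of detected miRNAs was 522, 517, 492, 483 and 533 on Control 1 to Control 5, and 507, 500, 487, 483 and 514 on DEX 1 to DEX 5. The mean was 509.4 ± 21.1 (SD, n = 5) in the Control group and 498.2 ± 13.1 (SD, n = 5) in the DEX group, a difference of -11.2 that was smaller than the spread between replicates (two-sided exact permutation test, p = 0.341). The smallest p this test can give with 5 arrays in each group is 0.00794. In all, 405 miRNAs were detected on every array and 126 on none. Within slide 2, the 3 DEX arrays had 35.0 fewer detected miRNAs than the single Control array, too few arrays for a test to reach a low p. The Control array was at position 1 of that slide and the DEX arrays at positions 2 to 4. On slide 1, all Control, the number also fell, from 522 at position 1 to 483 at position 4. The difference within slide 2 therefore cannot be told apart from one of position.

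The median signal of detected miRNAs over the blank spots was 35.4 to 52.0 in arbitrary units on the Control arrays and 17.3, 50.3, 47.3, 53.5 and 43.1 on DEX 1 to DEX 5. On the log2 scale the group means differed by -0.21 (DEX minus Control, exact permutation test, p = 0.738). This small difference was carried by DEX 1, the dimmest array, and became 0.092 without it. Within slide 2 the difference was -0.038 on the log2 scale, with 1 Control array to compare. Spike control spots, which report on the array and not on the tissue, were also dimmest on DEX 1 (5550 against 10309 to 15984 on the other 9 arrays). After Benjamini-Hochberg adjustment over 6 measures of array quality, no p was below 0.886. Arrays were alike across miRNAs: the correlation of log2 signal across the tested miRNAs, which are not independent replicates, had a median of 0.984 within Control, 0.983 within DEX and 0.983 between groups.

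**Figure D1:**
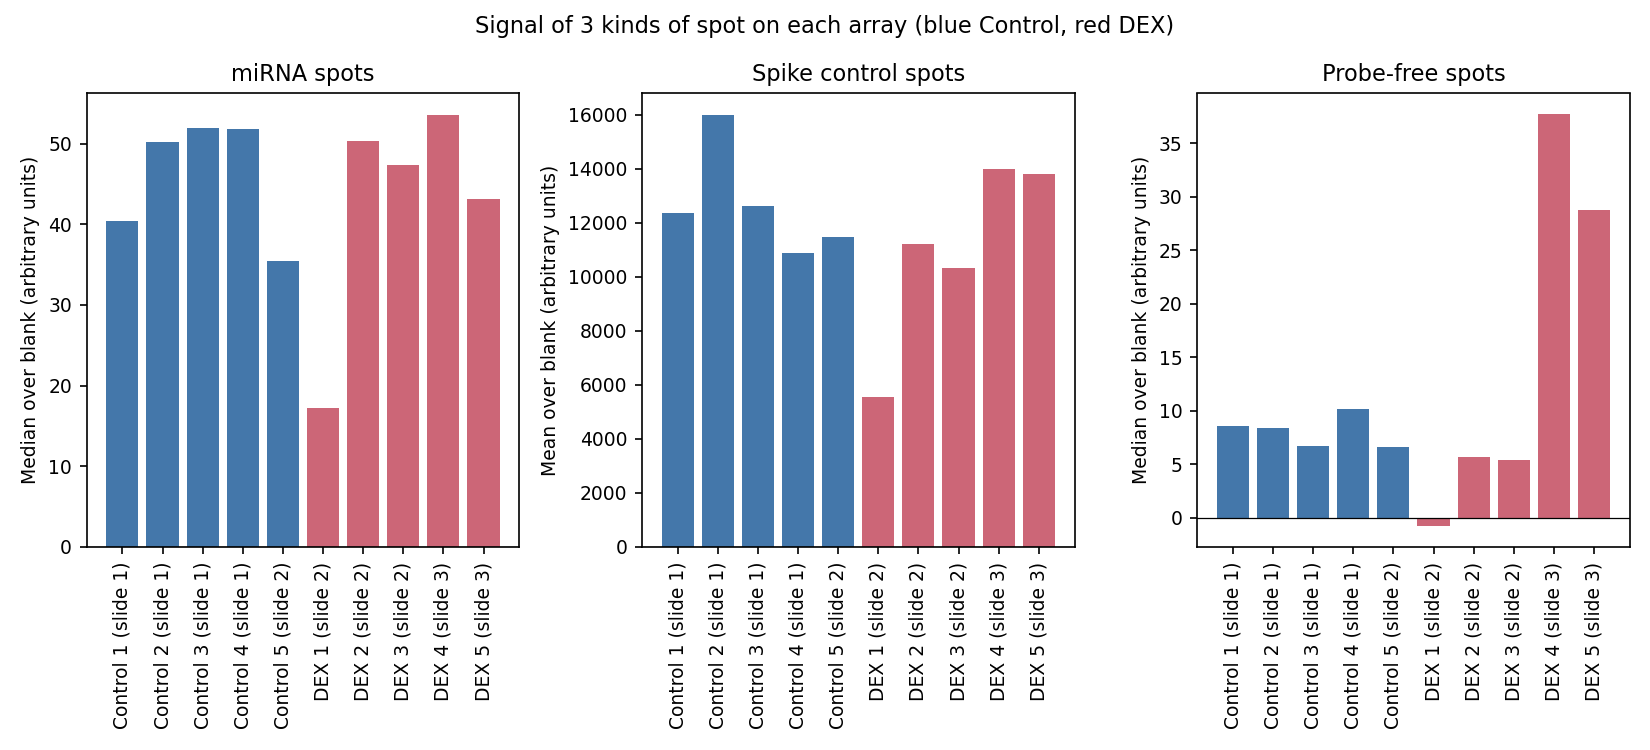
Bars give, for each of the 10 arrays, the median signal over blank of detected miRNAs (left), the mean of 16 spike control spots (middle) and the median of 513 spots without a probe (right), in arbitrary units, with Control in blue and DEX in red. DEX 1 was the dimmest array at 17.3 for miRNAs, and DEX 4 and DEX 5 had the brightest probe-free spots at 37.7 and 28.8.

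The 503 miRNAs detected on at least 5 of the 10 arrays were tested with limma. None differed between DEX and Control at an adjusted p under 0.05 (smallest adjusted p 0.115). At an unadjusted p under 0.05 there were 15 miRNAs, 7 higher and 8 lower in DEX, where 25.2 would be expected by chance. The median log2 difference over all tested miRNAs was 0.044. With undetected values at the floor, 0 miRNAs reached a 2-fold difference and 18 reached 1.5-fold at any p. With undetected values missing the counts were 0 and 12. With the floor only at or below 0, as the design was written, 7 reached 2-fold and 37 reached 1.5-fold, among them rno-miR-299a-3p and rno-miR-137-5p at log2 differences of 1.46 and 1.02. The background correction fixed before the data were examined, normexp with an offset of 50 on the scanner's background column, also gave 0 adjusted calls (smallest adjusted p 0.995), with 8 at an unadjusted p under 0.05, and 11 miRNAs reached 2-fold. The count of 0 held under all 37 alternatives, with a smallest adjusted p from 0.0608 to 0.995, while the unadjusted count ranged from 4 to 36 over the 32 alternatives for which it was taken. The highest count, 36, came without Control 5.

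The methods' t-test on the same log2 values, at their threshold on p and a difference of at least 1.5-fold, gave 8 miRNAs, 3 higher and 5 lower in DEX. After Benjamini-Hochberg adjustment it gave 0, with a smallest adjusted p of 0.288. All 8 lay in the dimmer part of the tested miRNAs. Under the background correction fixed beforehand the count at the methods' threshold was 0, and without Control 5 it was 14.

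**Figure D2:**
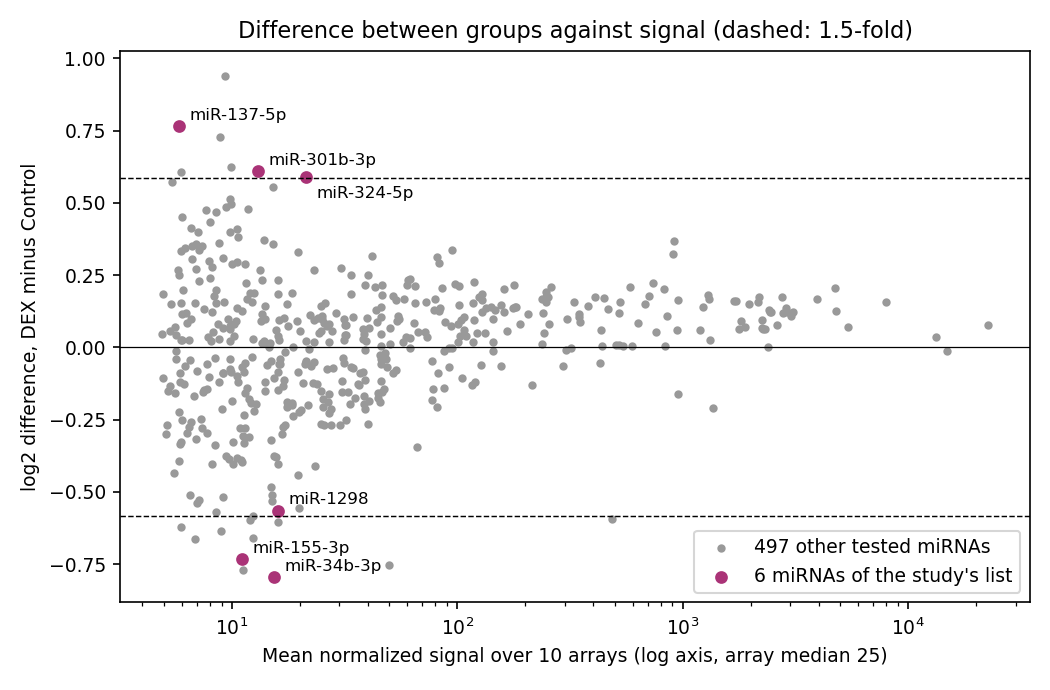
Each point is one of the 503 tested miRNAs, with its mean normalized signal over 10 arrays on the horizontal log axis and its log2 difference, DEX minus Control, on the vertical axis, and dashed lines at 1.5-fold. The 6 miRNAs named by the study, in purple, lie below the median signal of the tested miRNAs, and miR-324-5p is at -0.12 rather than 0.59 when slide is a fixed term of the model.

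The study named 6 miRNAs, and all 6 were tested here. Their group differences had the direction the study gave for each of them. Adjusted over the list alone, 6 of 6 were below 0.05 with limma, and over all tested miRNAs 0 of 6 were. The list was chosen on these same arrays, so the first count is not independent evidence. Under the background correction fixed beforehand the direction was the same for 6 of 6, but adjusted over the list alone 0 of 6 were below 0.05.

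The higher miRNAs of the list were as follows. Rno-miR-137-5p (MIMAT0017126) had a normalized signal of 4.28 ± 0.40 in Control and 7.37 ± 1.49 in DEX (SD, n = 5 each, exact permutation test, p = 0.00794). Its log2 difference was 0.77 ± 0.16 (SE, limma adjusted p 0.115). It was detected on 3 of 5 Control arrays and on 5 of 5 DEX arrays, and the other 2 Control arrays stand at the detection floor. The 3 detected values, 4.43, 4.62 and 4.54, were close to the floors of their arrays, 4.13, 4.51 and 4.27. The small Control SD thus partly reflects the floors. With undetected values missing the log2 difference was 0.68 (limma adjusted p 0.692). Rno-miR-324-5p (MIMAT0000553) had 17.2 ± 5.04 in Control and 25.4 ± 4.67 in DEX (SD, n = 5 each, exact permutation test, p = 0.0317), a log2 difference of 0.59 ± 0.20 (SE, limma adjusted p 0.715). Rno-miR-301b-3p (MIMAT0005304) had 10.4 ± 3.86 in Control and 15.6 ± 4.47 in DEX (SD, n = 5 each, exact permutation test, p = 0.0794), a log2 difference of 0.61 ± 0.27 (SE, limma adjusted p 0.905).

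The lower miRNAs of the list were rno-miR-34b-3p, rno-miR-155-3p and rno-miR-1298. Rno-miR-34b-3p (MIMAT0017105) had 19.7 ± 3.91 in Control and 11.3 ± 1.83 in DEX (SD, n = 5 each, exact permutation test, p = 0.00794), a log2 difference of -0.80 ± 0.17 (SE, limma adjusted p 0.115). Rno-miR-155-3p (MIMAT0030410) had 13.9 ± 3.72 in Control and 8.24 ± 1.10 in DEX (SD, n = 5 each, exact permutation test, p = 0.00794), a log2 difference of -0.73 ± 0.18 (SE, limma adjusted p 0.249). Rno-miR-1298 (MIMAT0025060) had 19.2 ± 4.79 in Control and 12.7 ± 1.48 in DEX (SD, n = 5 each, exact permutation test, p = 0.0159), a log2 difference of -0.56 ± 0.19 (SE, limma adjusted p 0.692). After Benjamini-Hochberg adjustment over all 503 tested miRNAs the exact test gave 0.897 for each of the 6. The smallest p this test can give is 0.00794, and 3 miRNAs reached it. An adjusted p under 0.05 would need many more miRNAs at that limit, however large any single difference. The adjusted exact p therefore says little about any of the 6.

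With slide as a fixed term of the limma model, the comparison within slides rested on slide 2 and so on Control 5 alone. Control 5 was at position 1 of that slide and DEX 1 to DEX 3 at positions 2 to 4, so position was not separated from group. The log2 differences became 0.56 ± 0.29 (SE) for rno-miR-137-5p, 0.62 ± 0.50 for rno-miR-301b-3p, -0.86 ± 0.31 for rno-miR-34b-3p and -0.52 ± 0.34 for rno-miR-155-3p. Rno-miR-324-5p changed direction to -0.12 ± 0.31, and rno-miR-1298 shrank to -0.13 ± 0.30. For the last 2 miRNAs Control 5 lay within the range of the DEX arrays: rno-miR-1298 had 13.3 on Control 5, 20.7 ± 3.99 on the slide 1 Control arrays (SD, n = 4) and 10.3 to 14.4 on the DEX arrays. Adjusted over the list alone, 0 of 6 were below 0.05 in this model. With slide as a random term, which does not confine the comparison to slide 2, the estimated slide correlation was -0.0607, 6 of 6 were below 0.05 adjusted over the list alone and 0 of 6 over all tested miRNAs, and rno-miR-324-5p and rno-miR-1298 stood at 0.63 and -0.60.

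**Figure D3:**
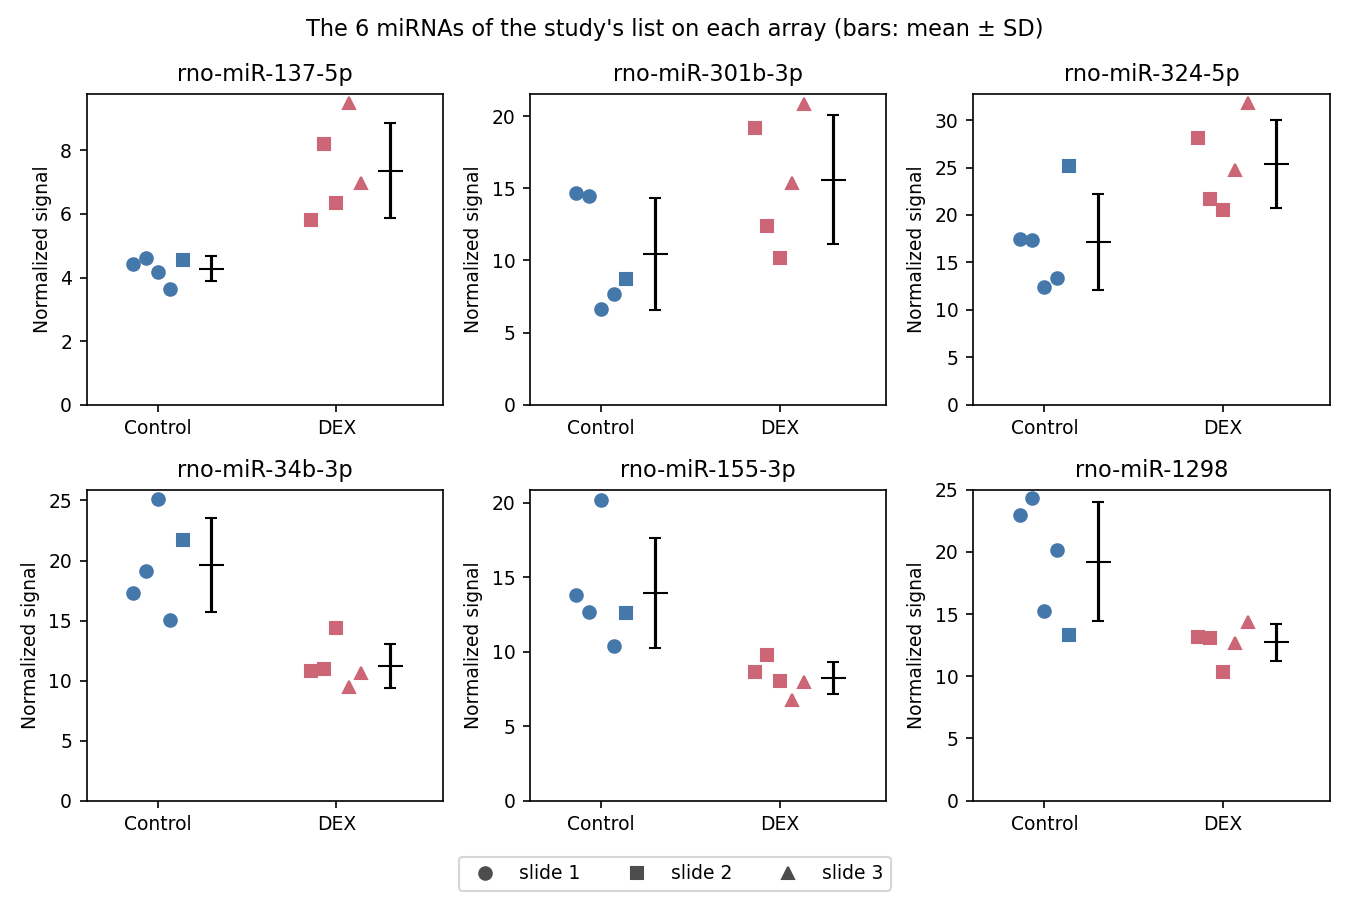
Normalized signal (array median 25) of the 6 miRNAs on each array, with Control in blue, DEX in red, the slide given by the marker shape, and the mean ± SD of each group beside its points. For rno-miR-1298 and rno-miR-324-5p the Control array on slide 2, at 13.3 and 25.2, sits within the range of the DEX arrays.

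By the rule fixed in advance, the 3 higher and 3 lower miRNAs with the smallest unadjusted p in limma were also examined. They added rno-miR-331-3p, rno-miR-299a-3p and rno-miR-2985 to the list above. Rno-miR-331-3p (MIMAT0000570) was 12.4 ± 2.47 in Control and 18.1 ± 3.18 in DEX, with a log2 difference of 0.55 ± 0.18 (SE, limma adjusted p 0.692). Rno-miR-299a-3p (MIMAT0017167) was 6.68 ± 3.52 in Control, where 2 of 5 arrays detected it, and 11.9 ± 2.71 in DEX, where 5 of 5 did, with a log2 difference of 0.94 ± 0.31 (SE, limma adjusted p 0.692) that turned to -0.19 with slide as a fixed term and was 0.19 with undetected values missing. Rno-miR-2985 (MIMAT0017891) was 10.9 ± 2.46 in Control and 7.05 ± 1.63 in DEX, with a log2 difference of -0.64 ± 0.20 (SE, limma adjusted p 0.692). It was detected on 5 of 5 Control arrays and on 4 of 5 DEX arrays. Its log2 difference was -0.52 with undetected values missing and -0.73 with the floor only at or below 0. Rno-miR-331-3p reversed under the background correction fixed beforehand, to -0.057. Rno-miR-21-5p (MIMAT0000790), a miRNA the study discusses for another anaesthetic, had 792 ± 181 in Control and 1035 ± 312 in DEX, with a log2 difference of 0.37 ± 0.23 (SE, limma adjusted p 0.905), within the spread between replicates. Under the background correction fixed beforehand its log2 difference was 0.88 (limma adjusted p 0.995), and its adjusted p stayed above 0.05 in every alternative.

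The 5 miRNAs with the highest mean signal were rno-miR-1b (22669), rno-miR-133b-3p (14911), rno-miR-133a-3p (13324), rno-miR-1-3p (7981) and rno-miR-375-5p (5398), and they made up 36.0% of the summed mean signal. Signals of different probes are not compared in level beyond this ranking, since probes differ in affinity. None differed between groups beyond the spread between replicates: the largest log2 difference in size was 0.16, for rno-miR-1-3p, and the smallest limma adjusted p was 0.905.

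A list of 12 miRNAs abundant in heart muscle, fixed before the data were examined, was compared between groups to see whether muscle RNA differed in amount. Its members were rno-miR-1-3p, rno-miR-133a-3p, rno-miR-133b-3p, rno-miR-208a-3p, rno-miR-208b-3p, rno-miR-499-5p, rno-miR-30a-5p, rno-miR-30c-5p, rno-miR-30d-5p, rno-miR-30e-5p, rno-miR-378a-3p and rno-miR-22-3p. The median log2 difference was 0.14 and 11 of 12 were higher in DEX. Camera with a preset correlation gave p = 0.0417, or 0.0833 after adjustment over both lists. The list therefore did not pass 0.05 after adjustment, and fry (p = 0.398) and camera with an estimated correlation (p = 0.498) gave no low p either. Over 31 alternatives the adjusted camera p was below 0.05 in 8, down to 0.0161, and fry was below 0.05 in 0, down to 0.0601. The list's median was -0.067 without scaling between arrays and -0.22 with slide as a fixed term, settings that moved the median of all miRNAs from 0.044 to -0.16 and -0.19. Relative to the median of all miRNAs the list stood at 0.094 with and without scaling and at -0.034 with slide as a fixed term. Under the background correction fixed beforehand its median was -0.013. No member passed 0.05 adjusted over the list alone or over all tested miRNAs.

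A list of 13 miRNAs abundant in blood cells was compared to see whether residual blood differed. It held rno-miR-451-5p, rno-miR-144-3p, rno-miR-486, rno-miR-16-5p, rno-miR-15b-5p, rno-miR-223-3p, rno-miR-142-3p, rno-miR-142-5p, rno-miR-150-5p, rno-miR-146a-5p, rno-miR-25-3p and rno-miR-92a-3p, which were tested, and 1 more that was detected on too few arrays. The median log2 difference over the 12 tested members was 0.078 and the mean was -0.00467, so they differed in sign, and 9 of 12 were higher in DEX. Camera gave p = 0.528, fry 0.712 and camera with an estimated correlation 0.782. The median was -0.13 without scaling between arrays. No member passed 0.05 adjusted over the list alone. The lowest members were rno-miR-144-3p, with a log2 difference of -0.75 (limma unadjusted p 0.0575), and rno-miR-451-5p, with -0.59 (limma unadjusted p 0.0970), and both were singled out after their values were seen.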

Values the study reported

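In the study, 6 miRNAs were reported as differentially expressed after DEX, of which 3 were up-regulated and 3 were down-regulated. The criteria stated were a p below 0.05 in a t-test and a change of at least 1.5-fold.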

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

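The tests on the dim array, on the probe-free spots and on rno-miR-299a-3p were all chosen only after the result was seen. Among 38 groups of 5 arrays examined for a lone extreme value, 2 had one, where chance gives about 1.9.

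DEX 1 stood apart from the other DEX arrays in its log2 median signal before scaling: its gap to the nearest array was 0.809 of the group's whole range, above the critical value of 0.71. If less small RNA in this animal were the whole cause, the spike control spots would not be dim. They were: their mean on DEX 1 was 53.8% of the lowest of the other 9 arrays. The miRNA median was 0.311% of the spike mean there, inside the range of the other 9 arrays (0.309% to 0.477%) though close to its lower end. A dimmer array as a whole, from labelling, hybridization or scanning, may therefore account for it. Scaling removes such a factor, but values near the detection limit stay less precise on this array. A drug effect would be shared by the DEX group, and DEX 2 to DEX 5 were not dim.

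Rno-miR-299a-3p was also lower on DEX 1 than on the other DEX arrays (normalized signal 7.27 against 11.7 to 13.8). On the log2 scale, the only scale tested for it, the gap was 0.744 of the group's range, little above the critical value of 0.71. On the linear signals given here the gap is a smaller part of the range. Rno-miR-299a-3p stood at 1.46 times the floor of DEX 1, so it was detected there, but this near the detection limit a spot's level is too imprecise for the dim array to be excluded. Whether the animal or the array is behind it cannot be told apart.

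Spots without a probe, which enter no comparison of miRNAs, were brighter over blank on DEX 4 (37.7) and DEX 5 (28.8) than on any Control array (6.62 to 10.2). QC-Probe spots were raised on the same arrays (32.0 and 21.2, against 2.87 to 7.58 on Control arrays). A drug effect would raise all DEX arrays, but the highest median among DEX 1 to DEX 3 was 5.67, below the Control range. A background raised as much over the whole array would lift dim miRNA spots as well. The 143 miRNAs detected on no array of slides 1 and 2, a set chosen without regard to slide 3, had medians over blank of -1.03 on DEX 4 and -0.0281 on DEX 5, and 3.50% and 9.09% of them were detected there. Sets chosen in the same way for the arrays of slides 1 and 2 had medians of -3.97 to 0.270, with 2.58% to 8.39% detected. The detected share on DEX 5 lay above that range, and so did its upper quartile over blank (4.40, against at most 4.06 on slides 1 and 2). Handling of slide 3 is a candidate explanation, since both its arrays were raised and the lower of them was 2.83 times the highest median on slides 1 and 2. The dim miRNA spots showed no rise as large as that of the probe-free spots, but slide 3 held only DEX arrays and a smaller effect on dim miRNAs stays open.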

How the results depend on the processing

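Normexp with the blank mean, spike control scaling, position as a term, leaving out slide 3, the floor at or below 0 and 2 of the t-test forms were added after seeing the data; the rest were planned. The added t-test forms came from a search through 16 forms, run after the groups had been compared to see which came near the study's list: they gave 5 to 9 miRNAs, 4 or 5 of them in the list, none exactly the list (0 of 16), and 0 after adjustment.

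The count of 0 miRNAs at an adjusted p under 0.05 was the same under all 37 alternatives. The unadjusted count, 15 with 7 higher in DEX, fell to 4 with normexp and no offset on the background column, 8 with an offset of 50 (the design as written), 6 without background correction and 7 with an offset of 50 and the blank mean. It rose to 24 (14 higher) with plain subtraction of the background column, 31 (20 higher) with quantile normalization and with scaling over miRNAs detected on all arrays, 30 (18 higher) with the series value table, 26 (17 higher) with spike scaling, 24 with slide as a fixed term (1 higher) or as a random term (10 higher), 30 with array weights (5 higher) and 23 with position as a term (10 higher). Without scaling it was 22, with 1 higher. Leaving out 1 array gave 16 to 36, over 1.5 times the main count without Control 1 (24), Control 5 (36) and DEX 3 (25). The causes were not tested.

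Of the study's 6 miRNAs, adjusted over the list alone, 6 were below 0.05 with blank subtraction. That became 0 with each of 5 settings that alter the background: normexp on the background column with either offset, plain subtraction of that column, no correction, and an offset of 50 with the blank mean. It was 0 with slide as a fixed term and 2 without scaling. It was 6 with slide as a random term (slide correlation -0.0607), 5 with no offset and the blank mean, 5 with the floor only at or below 0, 5 with array weights and 4 without slide 3. Leaving out 1 array gave 5 or 6. Directions were the same for 6 of 6 in these settings, except that rno-miR-324-5p reversed to -0.12 with slide as a fixed term. An offset or an uncorrected background shrinks the log2 differences of dim miRNAs by construction, but the size of the difference did not settle the count: rno-miR-137-5p was 0.38 with no offset and the blank mean, and rno-miR-324-5p was 1.21 with plain subtraction of the background column. The cause was not tested. All 6 had a signal below the median of the tested miRNAs, and 3 of them lay in the dimmest part, where the spread between replicates was largest.

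The methods' t-test count of 8 fell to 0 with normexp on the background column at either offset, without background correction and with an offset of 50 and the blank mean. Without background correction 0 miRNAs reached 1.5-fold at any p, and with an offset of 50 and the blank mean 1 did. In those 2 settings the fold threshold alone thus left almost no room for a call. The count was 1 with no offset and the blank mean, 3 without scaling and 5 for miRNAs detected on all 10 arrays. It was also 5 in an added form, Welch on linear values, scaled over miRNAs detected on all arrays and with undetected values missing. Welch on linear values gave 7 with the main scaling and undetected values at the floor. Leaving out 1 array gave 6 to 14, and 14 came without Control 5.

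The scaling moved all miRNAs together: the median log2 difference over all was 0.044, and it was -0.16 without scaling, 0.10 with spike scaling and -0.19 with slide as a fixed term. The heart muscle list exceeded the median of all miRNAs by 0.094 with and without scaling and with spike scaling, and stood at -0.034 against it with slide as a fixed term. Its own median of 0.14 reversed to -0.026 and -0.013 with normexp on the background column (no offset and an offset of 50), -0.067 without scaling and -0.22 with slide as a fixed term. The camera p, 0.0417 unadjusted and 0.0833 adjusted over both lists, passed the adjusted threshold with no offset and the blank mean (0.0219), scaling over miRNAs detected on all arrays (0.0233), the series value table (0.0204), array weights (0.0402), the replicate block (0.0497) and without slide 3 (0.0492), Control 5 (0.0161) or DEX 4 (0.0355). The median was then 0.11 to 0.22, and fry stayed at 0.0601 or more. In other settings the median kept its direction but the unadjusted camera p rose above 0.05. With no background correction the median was 0.040 (camera p 0.655), and with plain subtraction 0.089 (camera p 0.0845). With an offset of 50 and the blank mean it was 0.025 (camera p 0.856). It was 0.021 with quantile normalization (camera p 0.709) and 0.14 with no filter (camera p 0.0856). Leaving out 1 array gave medians of 0.058 to 0.22. The unadjusted camera p then rose above 0.05 without any one of Control 1 to Control 4, DEX 1 to DEX 3 or DEX 5, to at most 0.113. The blood cell list's median of 0.078 reversed to -0.00313 without background correction, -0.013 with an offset of 50 and the blank mean, -0.13 without scaling and -0.066 with slide as a fixed term. Leaving out 1 array gave -0.00653 (without DEX 1) to 0.15. The set tests were not run with slide as a random term.

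Among named miRNAs, rno-miR-331-3p reversed to -0.13 and -0.057 with normexp on the background column (no offset and an offset of 50) and to -0.13 with its plain subtraction, which also reversed rno-miR-2985 to 0.097. Rno-miR-299a-3p reversed to -0.19 with slide as a fixed term. It was 1.46 with the floor only at or below 0 and 0.19 with undetected values missing, and rno-miR-137-5p was 1.02 and 0.68. Rno-miR-21-5p, at 0.37, was 0.88 and 1.18 with normexp on the background column (an offset of 50 and none), 1.68 with its plain subtraction and 0.16 without scaling, and its lowest limma adjusted p in any alternative was 0.615. The number of detected miRNAs kept its direction, with differences of -17.8 to -5.3 when 1 array was left out and -7.8 with a detection limit of 3 SD. The difference in median signal ranged from -0.32 to 0.092 when 1 array was left out, reversed without DEX 1. The causes were not tested.

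Replicate numbers are shared by both groups, but same-numbered arrays did not deviate together: the correlations of their deviations were 0.0618, -0.0810, 0.110, -0.00302 and 0.0787, with 1 of 5 pairs over 0.1. With the replicate block, limma gave 0 adjusted calls (smallest adjusted p 0.0608) and 35 at an unadjusted p under 0.05, 6 of the study's 6 were below 0.05 adjusted over the list alone, and the list medians stayed at 0.14 and 0.078.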

Other observations

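The tests on the number of detected miRNAs and on position were chosen only after the result was seen. The models with slide were planned, but what they should show for single miRNAs if slide were the cause was set out only after the result was seen; the tests on other splits, on the signal of the t-test calls and on the scaling were set out before their results. By the methods' t-test, 5 miRNAs were lower in DEX. That is higher than the number quoted from the study above. The methods do not state whether values were logged for this test or how undetected miRNAs were treated. The 16 forms searched gave 2 to 5 lower, and 4 with the scaling used here and undetected values missing. With scaling over miRNAs detected on all arrays 3 were lower with undetected values at the floor and 2 with them missing. The excess of lower miRNAs therefore rests on the scaling used here. With that other scaling 6 and 4 were higher by the methods' t-test, against 3 in the study. Welch on linear values gave 4 and 3 higher.

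Other splits of the 10 arrays into 5 and 5 show what other groupings of the same arrays give. They were drawn without regard to position on the slide, which the real split balances, so position may raise their counts. No splits balanced by position were run. Of 126 splits, 100 were drawn. As many as 15 miRNAs at an unadjusted p under 0.05 in limma were found in 68 of them, the real split included, and as many as 8 by the methods' t-test and 1.5-fold in 32. Chance can therefore be excluded for neither count. Every split gives at least 0 adjusted calls, so 100 of 100 for that count carries no information, but 7 of the other splits gave an adjusted call and the real one gave none. The unadjusted count in the other splits had a median of 17 and reached 155. With the scaling of the authors, over miRNAs detected on all arrays, the real split gave 31 and 30 of 100 splits gave as many.

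Calls by the methods' t-test lay among dim miRNAs. In the real split 8 of 8 were in the dimmer part of the tested miRNAs, and in the other splits 97.2% of 688 calls were. The pattern is consistent with the larger spread of dim miRNAs between replicates, which gives 1.5-fold differences without a group effect. It does not say whether any single miRNA differs.

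Slide is a possible explanation for 2 of the study's miRNAs. With slide as a fixed term the difference was -0.134 (log2) for rno-miR-1298 and -0.118 for rno-miR-324-5p, each within 1 SE of 0, and for both Control 5 lay in the DEX range. For the other 5 miRNAs of the list besides rno-miR-1298 the median difference kept 76.8% of its size, with rno-miR-324-5p reversed among them. For these 5 slide and group cannot be told apart, because the within-slide comparison rests on 1 Control array and the miRNAs were picked for their difference. With slide as a random term rno-miR-1298 stood at -0.60 and rno-miR-324-5p at 0.63, so the slide explanation rests on Control 5. In the fixed-term comparison Control 5 was at position 1 of slide 2 and DEX 1 to DEX 3 at positions 2 to 4. On slide 1, all Control, rno-miR-324-5p was 17.5, 17.4, 12.4 and 13.4 at positions 1 to 4. Its reversal may therefore reflect position as well as slide. Rno-miR-1298 was 23.0, 24.3, 15.3 and 20.2 there, a fall that would enlarge its difference and not shrink it. A drug effect also stays open for all 6.

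The first principal component of the 405 miRNAs detected on every array held 35.7% of the variance and differed by position on the slide. Scores averaged 3.51 at positions 3 and 4 and -2.34 at positions 1 and 2 (exact permutation test, p = 0.0143), and the exact p by group was 0.413. In limma with group in the model, 16 of 503 miRNAs differed by position at an adjusted p under 0.05 and 134 at an unadjusted p under 0.05. Scores also followed the number of detected miRNAs (Pearson r = -0.743, permutation p = 0.0166; Spearman rho = -0.772, permutation p = 0.0115; r = -0.620 without the 2 arrays farthest from the median; 1 relation tested). That number enters the scaling, so scaling on each array's own detected miRNAs might make the component. With the authors' scaling the position p was 0.0524 and the group p was 0.0794, so position and group were then hardly set apart, and 6 miRNAs still differed by position at an adjusted p under 0.05 (76 unadjusted). Scaling alone thus leaves part of the position difference in place. Position as a technical source could account for the rest. It was balanced between groups, with 2 arrays of each at positions 3 and 4 and 3 at positions 1 and 2, and no biological explanation was tested.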
